A study of Mus musculus with 6 samples. Its data were reported in "Stem Cell Determinant SOX9 Promotes Lineage Plasticity and Progression in Basal-like Breast Cancer" (2020).

How the data were processed

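RNA from sorted mouse mammary cells was measured on 6 microarrays, 3 from WT animals (Sox9 floxed on both alleles, without Cre) and 3 from Sox9 KO animals (the same floxed alleles with the MMTV-iCre transgene, called Sox9-cKO by the study). All animals were in diestrus, and each gland preparation was digested and sorted on its own, so the replicates are separate animals. ER-negative luminal cells were sorted as lineage-negative, EpCAM-high, CD49f-low and Sca1-negative cells. The Sox9 KO cells were also gated on ECFP, a reporter switched on by Cre, while the WT cells carried neither Cre nor this gate, so genotype, Cre and the ECFP gate cannot be told apart in the comparison. The study gives a mixed strain background for its conditional knockout mice, and strain differences between the groups were not tested.

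The arrays were Affymetrix Clariom S Pico mouse arrays, which summarize several short probes into a probe set for each transcript. The authors processed the scans with the Affymetrix Expression Console and Transcriptome Analysis Console programs and deposited log2 signals with 2 decimals. The background correction, normalization and summary method are not given in the sources used here, and that the scale is log2 was read from the range and the medians of the values. A log2 difference of 1 is a 2-fold difference in array signal. The medians of the arrays lay between 6.12 and 6.21. The deposited table held no detection calls, so a low signal could not be separated from background by a flag. The signal over background was instead described with the 5222 negative control probe sets, whose 95th percentile lay between 7.75 and 8.58 on the 6 arrays. This is a strict bar, since only 20.8% to 29.6% of the tested probe sets lay above it on any one array. Low signals are compressed towards background on such arrays, which makes fold changes of dim genes too small. The number of arrays limits the precision of every value.

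Of 28846 probe sets, 6640 were array controls and were left out, which left 22206 for testing. The platform annotation, updated through gene identifiers against a RefSeq gene table of GRCm38.p6, gave 1 symbol to 19572 of them and several symbols to 0. The other 2634 are unnamed here. No coordinates are given, because the annotation used here does not say where the probes lie. For 55 symbols with several probe sets, the probe set with the highest mean over the 6 arrays stood for the gene in the gene list tests, which ran on 19505 genes.

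The genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on the deposited log2 values, two-sided, no covariates), with Benjamini-Hochberg adjustment over the 22206 probe sets and a threshold of 0.05. The count of genes over 2-fold with an unadjusted p under 0.05, the threshold of the study's volcano plot, was also taken. Differences are Sox9 KO minus WT with the standard error (SE) of the fit, and intervals are 95% intervals. Bootstrap intervals of list medians drew the genes of a list 10000 times. They did not draw arrays, so they do not measure the spread between animals. Gene lists were tested with camera in limma at a preset correlation of 0.01, with adjustment over 27 lists that were fixed before the data were examined. They hold 430 genes, of which 387 were measured under their symbol. Each list was also tested with the correlation estimated from the data, with fry, and with gene-permutation GSEA on signal-to-noise ranks (fgsea 1.28.0, 10000 permutations). The gene sets of the study's own GSEA were not used here. Another 4 lists were written after the results had been seen and are named as such.

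The genes named below were chosen by a rule fixed before the data were examined: Sox9; the genes the study names for these cells; in each direction the 8 genes with the largest fold change among those past the adjusted threshold whose groups did not overlap, filled up by the smallest unadjusted p among genes past 2-fold; and up to 4 members of each described list with the smallest p. Genes named outside the rule are marked. The fit was tested on simulated data with the means of these arrays and limma-moderated spreads, in which 200 of 22206 probe sets were changed. It recovered 62.5% of changes of 1 on the log2 scale with 7 false calls, 98% of changes of 2 with 7 false calls and 99.5% of changes of 4 with 18 false calls. With no change simulated, 0 of the 27 lists were called. The noise was normal and drawn for each gene on its own, so the simulation does not test how camera behaves when genes move together. Moderation narrows the spread of the most variable genes, so their recovery may be overstated.

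The alternatives were quantile normalization, median centring, leaving out the dimmest probe sets by their mean over the 6 arrays, a trended robust variance, array weights, the replicate number as a block, the methods' t-test, each array left out in turn, the other list tests, the mean over probe sets, and genes of a single list. Further ones were added after the data were seen: leaving out 1 array of each genotype together (the arrays with the highest cell cycle signal), and counting list members without each array.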

Results

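The arrays compared ER-negative luminal cells, the mammary population that holds the luminal progenitors of milk-producing alveoli, between 3 WT and 3 Sox9 KO mice. Correlations across probe sets were between 0.984 and 0.988 for pairs of WT arrays, between 0.969 and 0.983 for pairs of Sox9 KO arrays, and between 0.967 and 0.984 across the genotypes. The first principal component held 41.5% of the variance, and Sox9 KO replicate 1 stood apart on it with a score of 57.4, against scores between -27.1 and 15.1 for the other arrays. No pair of arrays shared more than 1.44% of its values.

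Sox9, which encodes the transcription factor that was deleted, fell in the Sox9 KO cells. Its log2 signal was 11.54 ± 0.07 (SD, n = 3) in WT and 7.36 ± 0.57 (SD, n = 3) in Sox9 KO. The difference was -4.18 (SE 0.27, 95% interval -4.79 to -3.56), an 18.1-fold lower signal, with an adjusted p of 0.00867 in limma. In the individual Sox9 KO arrays the signal was 6.73, 7.84 and 7.51, above 83.6%, 93.3% and 93.8% of the negative controls of the same arrays. Set against the 95th percentile of the negative controls, the signal was at least 11.6-fold lower. Which exons the Sox9 probes lie in is not known here. The size of the fall held without any single array (-4.42 to -3.86), but the adjusted p was 0.0627 without WT replicate 1, 0.147 without WT replicate 2 and 0.0943 without WT replicate 3.

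The comparison asked which genes differ in ER-negative luminal cells that lack Sox9. At an adjusted p under 0.05, limma called 2 genes, Sox9 and Idh1. Idh1, the cytosolic NADP-dependent isocitrate dehydrogenase, rose from 7.58 ± 0.27 to 9.64 ± 0.10 (SD, n = 3 each), a difference of 2.06 (SE 0.17) and a 4.16-fold change with an adjusted p of 0.0259 in limma. Its WT signal lay below the 95th percentile of the negative controls on every WT array, and against that percentile the Sox9 KO signal was at least 2.56-fold higher. The log2 difference kept its size without any single array (1.92 to 2.19), but the call was lost without WT replicate 1 (adjusted p 0.0627), WT replicate 2 (0.147), WT replicate 3 (0.173) or Sox9 KO replicate 2 (0.336). An unadjusted p under 0.05 was reached by 2057 probe sets, 1107 lower and 950 higher, where 1110 would be expected by chance. At the 2-fold threshold of the study, 254 probe sets passed, 121 lower and 133 higher in Sox9 KO, and this count was 578 without Sox9 KO replicate 3. The balance of directions was not stable: 197 were lower and 381 higher without Sox9 KO replicate 3, 138 and 220 with the replicate number as a block, 135 and 210 with array weights, and 130 and 91 without WT replicate 2. The groups did not overlap for 3142 probe sets, or 14.15% of those tested, where chance gives 10%. The count past the adjusted threshold was 0 without any one of the WT arrays, 11 without Sox9 KO replicate 1, 1 without Sox9 KO replicate 2 and 20 without Sox9 KO replicate 3. It was also 0 with the methods' t-test and with the replicate number as a block.

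Other genes named by the rule passed 2-fold and an unadjusted p under 0.05 but not the adjusted threshold. Lower in Sox9 KO were Tnfaip2, a gene induced by TNF (difference -2.13, SE 0.23, adjusted p 0.101), the protease inhibitor-like R3hdml (-1.29, SE 0.14), Birc3, an inhibitor of apoptosis (-1.27, SE 0.15), the cytoskeletal linker Dst (-1.54, SE 0.19), Pstpip2 (-1.19, SE 0.15), the lipoxygenase Aloxe3 (-2.30, SE 0.30) and the serine protease Prss22 (-1.09, SE 0.16). Higher were Cyp2f2, a cytochrome P450 (1.38, SE 0.14, adjusted p 0.101), the secreted semaphorin Sema3c (1.22, SE 0.15), Olfml2a (1.12, SE 0.14), follistatin or Fst, which binds activin (2.33, SE 0.34), Fgfbp1, which binds fibroblast growth factors (1.39, SE 0.20), the basal keratin Krt14 (2.57, SE 0.39) and the cytokine Il15 (1.20, SE 0.19). Their adjusted p values in limma lay between 0.101 and 0.196. Of the 25 genes named by the first parts of the rule, 8 lay below the 95th percentile of the negative controls on every array of both genotypes (Id4, R3hdml, Dst, Pstpip2, Prss22, Olfml2a, Fgfbp1 and Il15). Idh1, Cyp2f2, Sema3c and Fst lay below it on every WT array only, and against that percentile Cyp2f2, Sema3c and Fst were at least 1.39-fold, 1.42-fold and 1.97-fold higher in Sox9 KO. Sox9 and Aloxe3 lay below it on every Sox9 KO array only, and Aloxe3 was at least 2.11-fold lower.

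The NF-kB target list was lower in Sox9 KO. Of its 36 measured genes, 26 were lower and 10 higher, with a median difference of -0.51. Against the WT mean the list stood at -0.77, -0.38 and -0.12 on Sox9 KO replicates 1, 2 and 3, and the median was -0.27 without both Sox9 KO replicate 1 and WT replicate 1, a pair chosen after the data were seen. When adjusted over the list alone, 11 genes fell and 0 rose, and 0 passed over all genes tested. Among those that fell were Tnfaip2, Birc3, the granulocyte growth factor Csf3 (-1.95, SE 0.41) and the ribonuclease Zc3h12a (-1.37, SE 0.30), and the 11 also held Tnfaip3, an inhibitor of NF-kB signalling (-1.94, SE 0.44), Tnf (-1.48, SE 0.36) and Relb. The list had a camera adjusted p of 4.63e-08, and an adjusted p of 0.648 with an estimated correlation. The number that fell was 2 without WT replicate 2, 7 without Sox9 KO replicate 2 and 17 without Sox9 KO replicate 3. The study reached NF-kB genes from these same arrays, so neither NF-kB list is independent evidence of its direction. Beside the arrays, the study reported falls of Tnf, Tnfaip2, Tnfaip3, Rel, Rela, Relb, Nfkb1 and Nfkb2 by quantitative RT-PCR in sorted Sox9-cKO cells. It also reported that blocking NF-kB signalling reduced acinus formation by ER-negative luminal cells. In a mouse tumour model with a Sox9-GFP reporter, it reported higher NF-kB factors by quantitative RT-PCR in GFP-high than in GFP-low luminal cells. From chromatin accessibility in those cells, the study inferred higher NF-kB activity. None of these results was examined here.

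Of 19 measured NF-kB family members and regulators, 15 were lower in Sox9 KO, with a median difference of -0.28, and the list stood at -0.52, -0.25 and -0.26 on Sox9 KO replicates 1, 2 and 3. Adjusted over the list alone, 4 fell and 0 rose, and 0 passed over all genes: the co-regulator Nfkbiz (-1.04, SE 0.17) and the transcription factors Rel (-0.86, SE 0.22), Relb (-0.79, SE 0.20) and Rela (-0.48, SE 0.14). Nfkb2 differed by -0.49 (SE 0.16) and missed this threshold with an adjusted p of 0.0592. Nfkb1 is unnamed here. The camera adjusted p was 1.17e-05, and the adjusted p was 0.648 with an estimated correlation. Leaving out any single array other than Sox9 KO replicate 3 left 1 gene past the list threshold, and leaving out Sox9 KO replicate 3 gave 7.

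**Figure D1:**
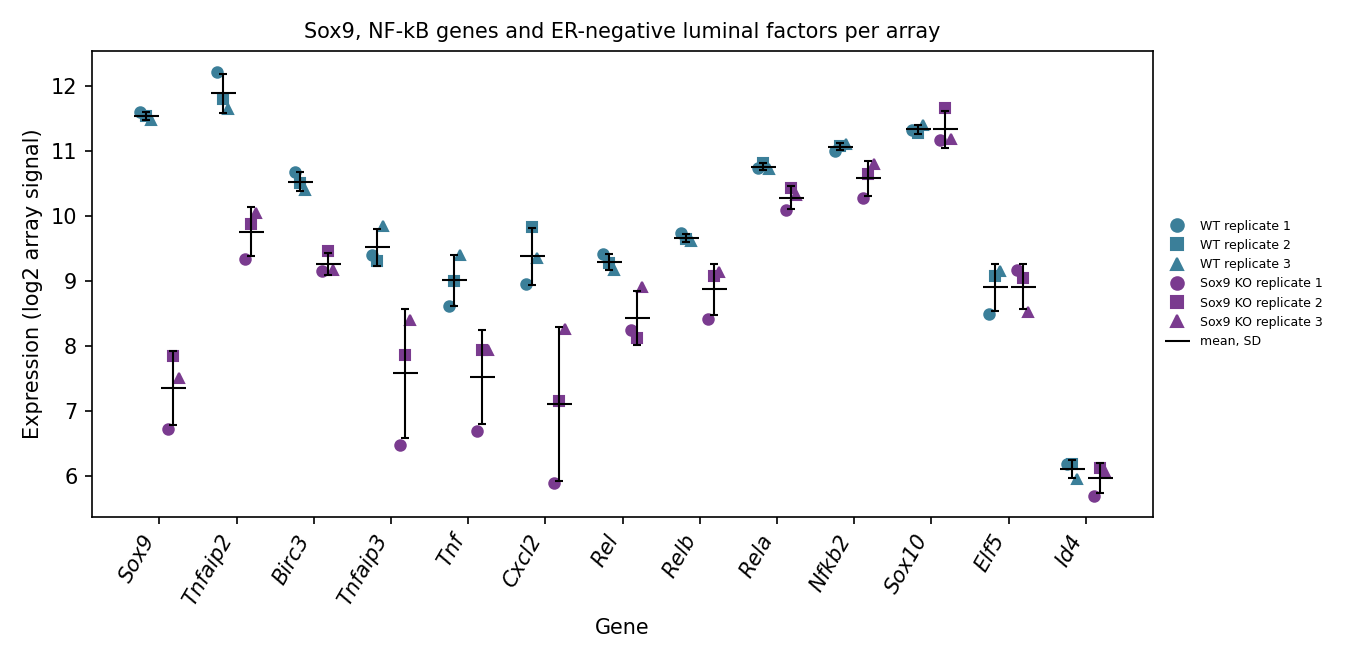
Log2 array signal (vertical axis) of Sox9, NF-kB genes and ER-negative luminal factors (horizontal axis) on each WT and Sox9 KO array; marker shapes are replicates, and horizontal ticks with bars are the mean and SD of 3 arrays. Sox9 lies between 11.47 and 11.6 on the WT arrays and between 6.73 and 7.84 on the Sox9 KO arrays, while the genotypes overlap for Sox10, Elf5 and Id4.

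Immediate-early genes, which cells switch on within minutes of a stimulus, were lower together with the NF-kB genes. Of 23 measured, 19 were lower, with a median difference of -0.41, while 0 passed over the list alone or over all genes. Fosl1 differed by -0.91 (SE 0.24), Zfp36 by -0.78 (SE 0.22), Ppp1r15a by -0.77 (SE 0.25) and Fosb by -0.92 (SE 0.30). The camera adjusted p was 1.93e-05, and the adjusted p was 0.66 with an estimated correlation. The list stood at -0.94, -0.26 and -0.09 on Sox9 KO replicates 1, 2 and 3, without Sox9 KO replicate 1 the median was -0.12, and the number past the list threshold was 1 without Sox9 KO replicate 2 and 8 without Sox9 KO replicate 3.

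Basal markers were higher in Sox9 KO as a list, with 14 of 18 higher and a median difference of 0.29. This median was 0.57 without Sox9 KO replicate 1, 0.47 without WT replicate 1 and 0.19 without WT replicate 2. Against the WT mean the list stood at 0.045, 0.43 and 0.73 on the Sox9 KO arrays and at 0.20, -0.19 and 0.03 on the WT arrays, so Sox9 KO replicate 1 lay below WT replicate 1. Adjusted over the list alone, 3 rose and 0 fell, and 0 passed over all genes. Krt14 rose by 2.57 (SE 0.39), Trp63, the transcription factor of basal epithelium, by 1.99 (SE 0.38), and Krt17 by 1.15 (SE 0.30). Trp63 and Krt17 lay below the 95th percentile of the negative controls on every WT array, so their WT signals could not be separated from background. Against that percentile Trp63 was at least 1.24-fold higher and no fold can be given for Krt17. Snai2 differed by 0.55 (SE 0.17) and did not pass. Krt5, the usual partner of Krt14, differed by 0.27 (SE 0.22) and the smooth muscle actin Acta2 by 0.10 (SE 0.56). They are named here for comparison after their values were seen, and both lay below that percentile on every array of both genotypes. The camera adjusted p was 0.000829, the adjusted p was 0.648 with an estimated correlation, and it was 0.0744 without Sox9 KO replicate 3. That array also had the highest fibroblast list level, 1.17 above the WT mean.

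Luminal keratins, claudins and adhesion genes shared by both luminal types were lower as a list, with 8 of 11 lower and a median difference of -0.23. Cldn4 fell when adjusted over the list alone (-0.91, SE 0.21), and 0 passed over all genes. Epcam differed by -0.42 (SE 0.14), Muc1 by -0.69 (SE 0.27) and Elf3 by -0.55 (SE 0.23). The camera adjusted p was 0.00765, the adjusted p was 0.648 with an estimated correlation, and it was 0.0505 without Sox9 KO replicate 3. The call on Cldn4 was lost without any one of the WT arrays, and the number past the list threshold was 3 without Sox9 KO replicate 3.

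Markers of ER-negative luminal cells did not pass as a list (camera adjusted p 0.119; 13 of 19 lower; median -0.10), and members moved both ways. Adjusted over the list alone, Itga2, an integrin of luminal progenitors, fell by 0.98 on the log2 scale (SE 0.18) and Gabrp, a GABA receptor subunit, rose by 1.96 (SE 0.37). Gabrp lay below the 95th percentile of the negative controls on every WT array and no fold against it can be given. Aldh1a3 differed by -1.08 (SE 0.33) and Rspo1, also below that percentile on every WT array, by 1.29 (SE 0.46). The list median was -0.197 without WT replicate 1, -0.192 without Sox9 KO replicate 3 and -0.007 without WT replicate 3. The list did pass in camera without Sox9 KO replicate 2 (adjusted p 0.0407). Without Sox9 KO replicate 3, 4 genes were lower and 2 higher past the list threshold. Sox10, Elf5 and Id4, factors of this lineage that the study named, differed by 0.00 (SE 0.17, 95% interval -0.39 to 0.40), 0.01 (SE 0.24, 95% interval -0.55 to 0.56) and -0.14 (SE 0.16, 95% interval -0.52 to 0.23). The study named these factors as raised by ectopic SOX9 expression in ER-positive luminal cells, not as changed by Sox9 loss. Id4 lay below that percentile on every array of both genotypes. The signs of Sox10 and Elf5 turned with median centring.

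Cell cycle genes were higher in all 20 measured members, with a median difference of 1.34, but 0 passed over the list alone or over all genes. Mcm6 differed by 1.45 (SE 0.41), Plk1 by 1.97 (SE 0.86), Mcm2 by 1.34 (SE 0.62) and Birc5 by 1.55 (SE 0.74), where Plk1, Mcm2 and Birc5 lay below the 95th percentile of the negative controls on every WT array. The list stood 3.19 above the WT mean on Sox9 KO replicate 1, against 0.67 and 0.02 on the other Sox9 KO arrays and 0.61 on WT replicate 1. The camera adjusted p was 5.18e-06, and the adjusted p was 0.66 with an estimated correlation. Without Sox9 KO replicate 1 the median was 0.37 with an adjusted p of 0.0426, and without Sox9 KO replicate 3 the number past the list threshold was 3.

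**Figure D2:**
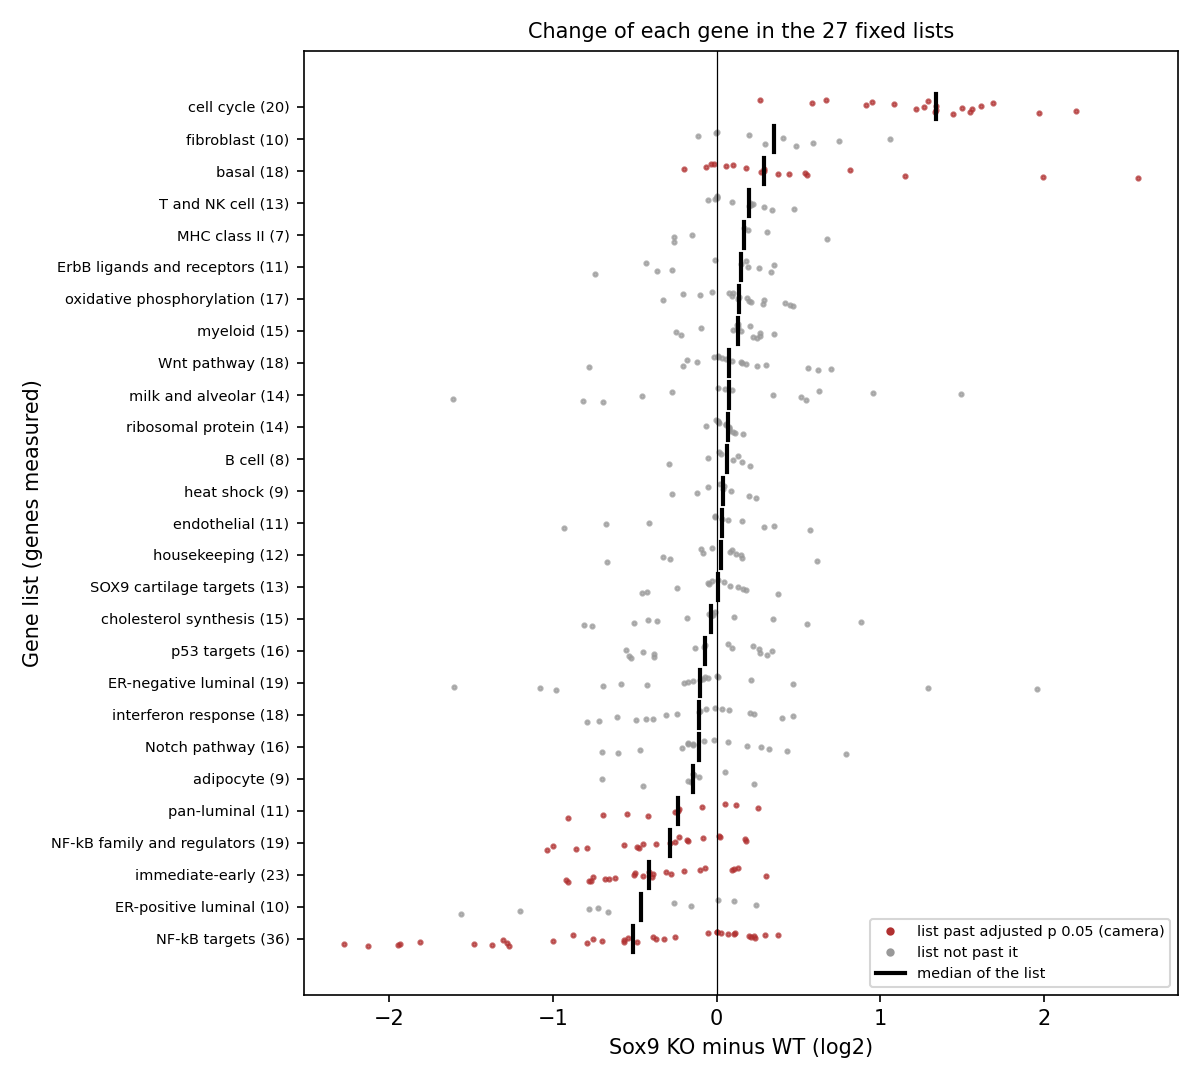
Difference between Sox9 KO and WT (log2, horizontal axis) of each measured gene of the 27 gene lists (vertical axis, number measured in parentheses); dots are genes, black bars are list medians, and red dots mark the lists past an adjusted p of 0.05 in camera. The NF-kB target median lies at -0.51 and the cell cycle median at 1.34.

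In all, 6 of the 27 lists passed in camera, 4 lower and 2 higher, and 0 passed with an estimated correlation, where the smallest adjusted p was 0.648. The other 21 lists did not pass. Milk and alveolar genes, which the study's question on alveolar development concerns, had an adjusted p of 0.932 (5 of 14 lower, median 0.07, mean 0.06, camera direction lower), and without WT replicate 1 the median was -0.64 with an adjusted p of 0.0802. Markers of cells that the gate should exclude had adjusted p values of 0.116 for ER-positive luminal cells (median -0.46), 0.116 for fibroblasts (0.35), 0.116 for T and NK cells (0.20), 0.224 for adipocytes (-0.14), 0.296 for myeloid cells (0.13), 0.865 for B cells (0.06) and 0.915 for endothelial cells (0.03). Metabolic and maintenance lists had values of 0.0795 for oxidative phosphorylation (0.14), 0.224 for cholesterol synthesis (-0.04), 0.37 for ribosomal proteins (0.07), 0.89 for heat shock (0.04) and 0.915 for housekeeping genes (0.03). Within cholesterol synthesis, Hmgcs1 (-0.76, SE 0.14) and Msmo1 (-0.81, SE 0.18) fell when adjusted over the list alone, both to signals below the 95th percentile of the negative controls on every Sox9 KO array, and neither did without WT replicate 2 or without Sox9 KO replicate 2, while 2 others rose without WT replicate 3. Signalling lists had values of 0.12 for the interferon response (-0.11), 0.214 for Wnt (0.08), 0.367 for p53 targets (-0.07), 0.865 for Notch (-0.11), 0.915 for MHC class II (0.17), 0.915 for SOX9 targets of cartilage (0.01) and 0.998 for ErbB ligands and receptors (0.15). Some of these lists passed once an array was left out: without Sox9 KO replicate 1, myeloid (0.00248), fibroblast (0.0073) and T and NK cell markers (0.0154) as higher and cholesterol synthesis (0.0426) as lower; without Sox9 KO replicate 2, oxidative phosphorylation (0.00195), fibroblast (0.0159) and T and NK cell markers (0.0249) as higher. ER-positive luminal markers passed as lower without WT replicate 1 (0.0164) or WT replicate 2 (0.00729), but had a median of -0.12 and an adjusted p of 0.624 without WT replicate 3. Without single arrays, endothelial markers passed as higher (0.0491 without WT replicate 1), and so did oxidative phosphorylation (0.0479 without WT replicate 3, 0.0341 without Sox9 KO replicate 3). Oxidative phosphorylation also passed as higher with quantile normalization (0.0286), with trended and robust variance (0.0405) and with genes of 1 list only (0.0372), but had an adjusted p of 0.949 without Sox9 KO replicate 1. With gene-permutation GSEA, ER-positive luminal markers (0.00256) and the interferon response (0.0401) passed as lower, and fibroblast (0.0126) and T and NK cell markers (0.0126) as higher. The camera direction was opposite to the median for milk and alveolar, housekeeping, MHC class II and ErbB genes, and the mean was opposite to the median for endothelial, SOX9 cartilage, housekeeping and ErbB genes.

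**Figure D3:**
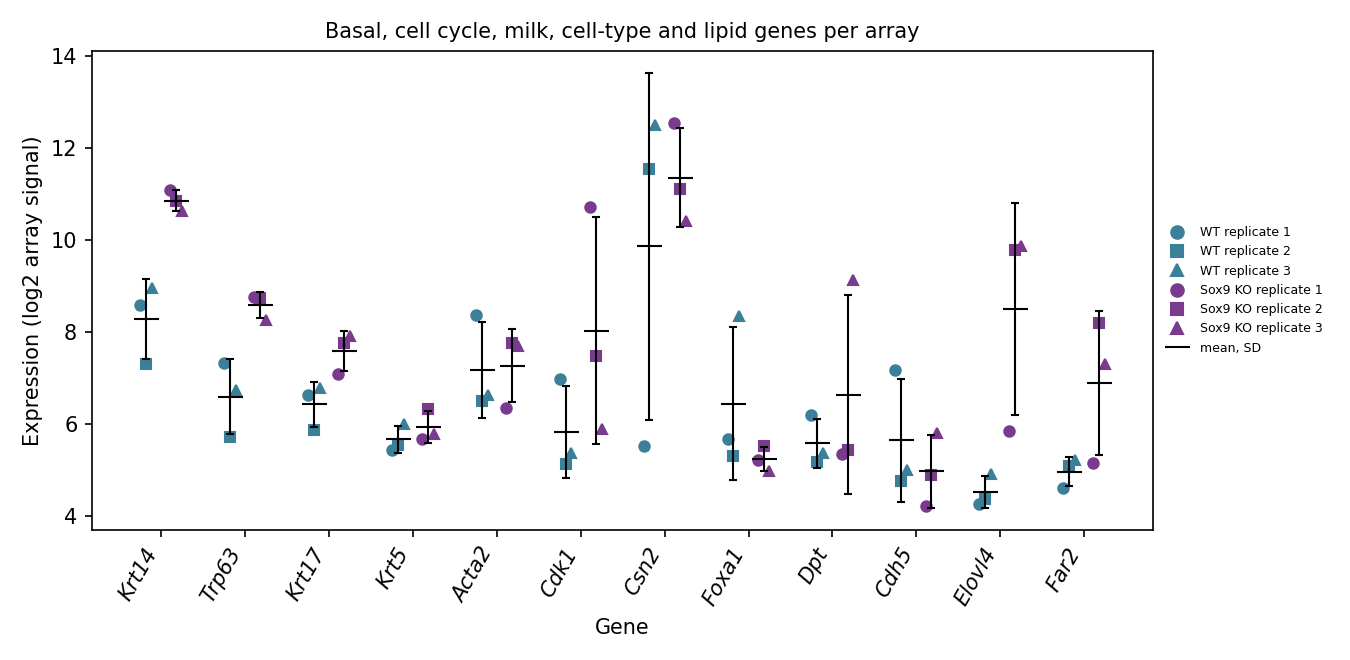
Log2 array signal (vertical axis) of basal, cell cycle, milk, cell type and lipid genes (horizontal axis) on each array; marker shapes are replicates, and horizontal ticks with bars are the mean and SD of 3 arrays. Krt14 lies between 10.63 and 11.08 on the Sox9 KO arrays and between 7.3 and 8.95 on the WT arrays, while Csn2 is 5.54 on WT replicate 1 and Cdk1 is 10.72 on Sox9 KO replicate 1.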

Values the study reported

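The study reported that MMTV-iCre was active in 60% to 80% of basal and ER-negative luminal cells and in about 20% of ER-positive cells. In early pregnancy it reported a 3-fold lower ratio of ER-negative to ER-positive luminal cells in the Sox9-cKO animals.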

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

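List results are given as camera adjusted p values unless stated, and the cause of each change was not tested except where fewer arrays or another test is the alternative itself. Signal over background limits the dim genes most. Of the 25 named genes, 12 lay below the 95th percentile of the negative controls on every WT array and 10 on every Sox9 KO array. The named genes were not unusual in this, since only 20.8% to 29.6% of all tested probe sets lay above that percentile on any one array. The pair of arrays left out together (Sox9 KO replicate 1 and WT replicate 1) was chosen after seeing the data, as was the counting of list members without each array, and that pair leaves 2 arrays per genotype. All 6 list calls remained under quantile normalization, median centring, the filter on dim probe sets, trended variance, array weights, the replicate block, the mean over probe sets and genes of a single list.

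The deviations of same-numbered arrays correlated at 0.119, -0.034 and 0.033. So few values showed no clear pairing by replicate number but cannot exclude one. With the replicate block 0 genes passed the adjusted threshold, and 358 passed 2-fold and an unadjusted p under 0.05, against 254 without it. Sox9 at -4.18 had an adjusted p of 0.0505 in that fit, the MHC class II list turned (0.938), and no other list call changed. With the methods' t-test 0 genes passed after adjustment, 143 passed 2-fold and an unadjusted p under 0.05, and Sox9 stayed at -4.18 with an adjusted p of 0.467. Without both arrays of the added pair, 8 genes passed, the other lists past the threshold numbered 11, milk and alveolar genes passed as lower (0.000492), the medians shrank for NF-kB targets (-0.27, 1.45e-06), the NF-kB family (-0.20, 0.0011), immediate-early genes (-0.12, 0.0315) and the cell cycle (0.64, 8.59e-07) and grew for basal markers (0.61, 8.06e-10), and the sign turned for Elf5 (-0.33), Id4 (0.025) and the lists of ErbB (0.614), MHC class II (0.606), Notch (0.681) and oxidative phosphorylation (0.612).

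With an estimated correlation the adjusted p was 0.648 for the basal, NF-kB family and NF-kB target lists and 0 other lists passed. With fry the values were 0.478, 0.244 and 0.393, again with 0 other lists, and milk and alveolar (0.997), ErbB (0.987) and MHC class II (0.987) turned. With gene-permutation GSEA 6 other lists passed, among them ER-positive luminal (0.00256) and interferon response (0.0401) as lower and fibroblast (0.0126) and T and NK cell (0.0126) as higher, which had not passed in camera; the pan-luminal call was lost (0.258), and the direction turned for ER-negative luminal (0.536), milk and alveolar (0.536), endothelial (0.314), heat shock (0.922), MHC class II (0.838) and SOX9 cartilage (0.654) lists.

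Lists with medians near 0 also turned with quantile normalization (milk and alveolar 0.975, ErbB 0.975, housekeeping 0.985), median centring (milk and alveolar 0.921, ErbB 0.921), array weights (ErbB 0.932, SOX9 cartilage 0.895), the filter on dim probe sets (housekeeping 0.845, SOX9 cartilage 0.874) and genes of a single list (milk and alveolar 0.89, housekeeping 0.996). Oxidative phosphorylation passed as higher with quantile normalization (0.0286), trended and robust variance (0.0405) and genes of a single list (0.0372). The genes past 2-fold were 138 lower and 220 higher with the replicate block and 135 and 210 with array weights. Median centring turned Elf5 (-0.035) and Sox10 (-0.038).

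Leaving out each array in turn gave 0 to 20 genes past the adjusted threshold, 213 to 578 past 2-fold (197 lower and 381 higher without Sox9 KO replicate 3, 130 and 91 without WT replicate 2), 3 to 7 other lists, and Sox9 between -4.417 and -3.862. The basal list ranged from 1.16e-06 to 0.0744 with medians of 0.19 to 0.57, ER-positive luminal from 0.00729 to 0.624, ER-negative luminal from 0.0407 to 0.357 and milk and alveolar from 0.0802 to 0.998. Directions turned at least once for Elf5 (-0.2 to 0.202), Sox10 (-0.16 to 0.09) and the lists of milk and alveolar genes (0.416 without WT replicate 3, 0.722 without Sox9 KO replicate 3), B cells (0.464 to 0.849), endothelial cells (0.0491 to 0.932), ErbB (0.738 to 0.949), fibroblasts (0.0073 to 0.722), heat shock (0.0641 to 0.921), housekeeping (0.0576 to 0.998), MHC class II (0.359 to 0.988), myeloid cells (0.00248 to 0.616), Notch (0.411 to 0.978), oxidative phosphorylation (0.00195 to 0.949) and SOX9 cartilage targets (0.411 to 0.932).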

Other observations

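The tests of Krt14, Trp63 and Krt17, the checks of single arrays and the fit with the myeloid level, the clock test without Nr1d1 and Per2, the counts of list calls over splits, and the circadian, lipid, sebaceous and keratinocyte lists were chosen after the results had been seen.

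Genes of the circadian clock were lower in Sox9 KO, in a list written after Nr1d1 (-1.89, SE 0.47) and Per2 (-1.02, SE 0.20) had been noticed. Of the 13 other genes measured, 12 were lower, with a median difference of -0.28, and Nr1d2 (-0.90, SE 0.20) fell when adjusted over these genes alone, to signals below the 95th percentile of the negative controls, while Clock (-0.55, SE 0.16) and Ciart (-0.55, SE 0.17) did not pass. Nr1d1 and Ciart also lay below it on every Sox9 KO array, and Ciart on every WT array as well. For these 13 the camera p, not adjusted over lists, was 0.000114, and p = 0.14 with an estimated correlation. The hour at which glands were taken is not given in the sources used here.

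Single arrays carried markers that others of their genotype did not, in genes picked after their values were seen. WT replicate 1 had a Csn2 signal of 5.54, against 11.55 and 12.49 on the other WT arrays, and the endothelial gene Cdh5 at 7.18, against 4.77 and 5. WT replicate 3 had the ER-positive luminal genes Foxa1 at 8.35 and Cited1 at 10, against 5.68 and 5.31, and 6.61 and 7.87. Sox9 KO replicate 3 had the fibroblast gene Dpt at 9.14, against 5.35 and 5.45. Sox9 KO replicate 1 had Cdk1 at 10.72, against 7.49 and 5.89.

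The NF-kB target list was lower in Sox9 KO (median -0.51). Whether fewer immune cells were the whole cause cannot be decided here, although the sorts were lineage-negative in both genotypes. The lowest median change of the myeloid, T and NK, and B cell lists was 0.06 (95% bootstrap interval over genes -0.05 to 0.15). This met the bound set beforehand against fewer immune cells as the cause, but dim genes limit what it shows. All measured genes of these lists lay below the 95th percentile of the negative controls on every array of both genotypes. On Sox9 KO replicate 1, 10 of 15 myeloid genes lay below every WT array, so these dim genes could fall. On Sox9 KO replicate 3, 0 of 15 did, and 30 of 36 immune genes lay above every WT array. Of the 36 NF-kB targets, 24, 23 and 16 lay below every WT array on Sox9 KO replicates 1, 2 and 3. The NF-kB target median was -0.54 (-1 to -0.12) with the myeloid level of each array in the fit. Rescaling the deposited values moved the NF-kB target median by at most 0.042. The array medians were already close together, so this leaves the authors' own scaling untested. A part from immune cells stays open, as the myeloid list stood at -0.22, 0.03 and 0.46 on Sox9 KO replicates 1, 2 and 3, in the same order as the NF-kB target list (-0.77, -0.38 and -0.12). A weaker immediate-early or digestion stress response stays open, because immediate-early genes not shared with the NF-kB target list had a median of -0.41 (-0.62 to -0.20), below the bound set beforehand and short of the NF-kB median. An effect of Sox9 loss is a candidate explanation that the design cannot separate from Cre or the ECFP gate, and the camera p was 1.72e-09 in the real split and 2.15e-07 in the next of the 10 splits (1 of 10 as small, too few for a share under 0.05), while p = 0.105 with an estimated correlation in the real split.

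Krt14, Trp63 and Krt17 were higher in Sox9 KO. Basal cells in the Sox9 KO sorts stay open as a source. The 7 other basal transcripts chosen (Krt5, Acta2, Myh11, Mylk, Cnn1, Tagln and Oxtr) had a median difference of 0.06 (95% bootstrap interval over genes -0.06 to 0.27). This was below the 1.15 of Krt17, which like Trp63 was higher from a dim WT signal. However, Krt5, Acta2, Myh11, Mylk and Cnn1 lay below the 95th percentile of the negative controls on every array of both genotypes. Oxtr did so on every WT array. The signals of these dim genes are compressed, so their small differences cannot exclude basal cells. Tagln, which lay above that percentile on some arrays of both genotypes, differed by -0.20 (SE 0.42). It stood at 6.9, 8.64 and 8.16 on Sox9 KO replicates 1, 2 and 3, where Krt14 stood at 11.08, 10.85 and 10.63. With an SE larger than its difference, Tagln alone does not decide the question. Rescaling the deposited values moved the median of the 3 genes by at most 0.042, which leaves the authors' own scaling untested. A change within the luminal cells with genotype, Cre or the ECFP gate stays open as a hypothesis that was not tested.

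Elovl4, Far2, Fa2h and Pparg, picked after their values were seen, differed by 3.98 (SE 0.97), 1.92 (SE 0.67), 2.38 (SE 0.83) and 1.07 (SE 0.34). Elovl4 stood at 9.79 and 9.88 on Sox9 KO replicates 2 and 3 and at 5.85 on Sox9 KO replicate 1. In limma 0 passed (adjusted p 0.297, 0.449, 0.445 and 0.4). All 4 lay below the 95th percentile of the negative controls on every WT array, with a bound only for Elovl4 (at least 1.17-fold higher). Pparg lay below it on every Sox9 KO array as well. A shift of the wider lipid synthesis genes is argued against, since a list without these genes had a median of 0.01 (95% bootstrap interval -0.12 to 0.16; camera p 0.979) and 0 members past its threshold. Skin or sebaceous gland cells, which the EpCAM, CD49f and ECFP gates should limit, may be a source: the sebaceous and keratinocyte lists together had a median of 0.11 (-0.13 to 0.31), which met the bound set beforehand against them, but that bound was wrong because sebaceous cells need not carry keratinocyte genes. The 8 sebaceous genes alone had a median of 0.34 (0.03 to 1.25) and a camera p of 0.0143 (p = 0.311 with an estimated correlation). This camera test was added after its value was seen. Against the WT mean the sebaceous list stood at -0.15, 0.548 and 0.665 on Sox9 KO replicates 1, 2 and 3, in the same order as Elovl4. The 16 keratinocyte genes had a median of -0.01 (camera p 0.791). A change with genotype also stays open and was not tested.

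The 10 splits of the 6 arrays are too few for a share under 0.05. The real split gave 2 genes past the adjusted threshold and the others at most 0, so that 1 split gave as many. Sox9, the deleted gene, is among these 2, so its part of this contrast was fixed in advance. At the 2-fold threshold the real split gave 254 and the highest of the others 222, again with 1 split as large. For gene lists the real split gave 6 and the highest other 11, and 7 of the 10 splits gave as many.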
